# SIRT1 activation attenuates microglia-mediated synaptic engulfment in postoperative cognitive dysfunction

**DOI:** 10.3389/fnagi.2022.943842

**Published:** 2022-11-10

**Authors:** Yi Sun, Yuzhu Wang, Fan Ye, Victoria Cui, Dandan Lin, Hui Shi, Yan Zhang, Anshi Wu, Changwei Wei

**Keywords:** SIRT1, microglial activation, synaptic engulfment, neuroinflammation, postoperative cognitive dysfunction

## Abstract

**Background:**

Postoperative cognitive dysfunction (POCD) is a debilitating neurological complication in surgical patients. Current research has focused mainly on microglial activation, but less is known about the resultant neuronal synaptic changes. Recent studies have suggested that Sirtuin-1 (SIRT1) plays a critical role in several different neurological disorders *via* its involvement in microglial activation. In this study, we evaluate the effects of SIRT1 activation in a POCD mouse model.

**Materials and methods:**

Exploratory laparotomy was performed in mice aged 12–14 months under sevoflurane anesthesia to establish our animal POCD model. Transcriptional changes in the hippocampus after anesthesia and surgery were evaluated by RNA sequencing. SIRT1 expression was verified by Western Blot. Mice were treated with SIRT1 agonist SRT1720 or vehicle after surgery. Changes in microglia morphology, microglial phagocytosis, presence of dystrophic neurites, and dendritic spine density were evaluated. Cognitive performance was evaluated using the Y maze and Morris water maze (MWM).

**Results:**

Sirtuin-1 expression levels were downregulated in POCD. Exposure to anesthesia and surgery lead to alteration in microglia morphology, increased synaptic engulfment, dendritic spine loss, and cognitive deficits. These effects were alleviated by SRT1720 administration.

**Conclusion:**

This study suggests an important neuroprotective role for SIRT1 in POCD pathogenesis. Increasing SIRT1 function represents a promising therapeutic strategy for prevention and treatment of POCD.

## Introduction

Postoperative cognitive dysfunction (POCD) is a frequent complication in adult surgical patients which is characterized by memory decline, inattention, and impaired orientation (Evered et al., 2018). The clinical symptoms can last for months or even years after surgery, and is associated with delayed postoperative recovery, prolonged hospitalization, and increased mortality (Skvarc et al., 2018). While neuroinflammation, increased oxidative stress, deposition of amyloid-beta, and hyperphosphorylation of tau protein have all been implicated in its development (Rosczyk et al., 2008; Skvarc et al., 2018), the overall mechanism of POCD pathogenesis remains largely obscure.

Recent research on reducing neuroinflammation in POCD has focused on microglial activation (Vizcaychipi et al., 2014; Wang H. L. et al., 2016; Li et al., 2017). Microglia originate in the yolk sac and migrate to the brain during the embryonic stage (Swinnen et al., 2013). Microglia act as the tissue-resident macrophages of the central nervous system (CNS) and are isolated from the rest of body by the blood brain barrier (Marquez-Ropero et al., 2020). During brain development, homeostatic microglia are key regulators of synaptic pruning and synaptic refinement (Paolicelli et al., 2011). In the mature brain, microglia play a surveillance role in eliminating apoptotic debris and invading pathogens (Salter and Stevens, 2017). Abnormal microglial activation contributes to diminished synaptic connectivity and function in several neurological disorders (Cardozo et al., 2019). In previous research published by our group, hippocampal microglial activation and synapse loss was observed in a POCD mouse model (Xiong et al., 2018).

Sirtuin-1 (SIRT1) is a nicotinamide adenine dinucleotide (NAD^+^)-dependent class III histone deacetylase of the sirtuin family found in a wide range of tissues including the brain (Fujita and Yamashita, 2018). SIRT1 modulates a variety of cellular processes by binding to and deacetylating various targets including nuclear factor-kappa B (NF-κB), p65, forkhead box O (FOXO), peroxisome proliferator-activated receptor alpha (PPARα), and PPAR-gamma co-activator 1-alpha (PGC-1α) (Donmez and Outeiro, 2013). SIRT1 activity is recognized to have neuroprotective properties in neurodegenerative diseases and psychiatric disorders (Gan and Tang, 2010; Abe-Higuchi et al., 2016), but little is known about its role in the development of POCD.

In this study, we demonstrate that anesthesia and surgery induce SIRT1 dysfunction and microglial activation in the hippocampus of a POCD mouse model. Administration of SIRT1 agonist SRT1720 is shown to protect against synaptic engulfment by microglia. Our data provides evidence that abnormal microglial activation mediates synaptic engulfment in POCD. SIRT1 activation may become a promising therapeutic target to prevent synapse loss and preserve cognitive function in POCD.

## Materials and methods

### Animals

Wild-type C57BL/6 mice (12–14 month of age) were used for all experiments. Mice were purchased from Vital River Laboratory Animal Technologies (Beijing, China) at 9 months old. All mice were housed on a 12-h light/dark cycle with *ad libitum* access to water and food. All experimental procedures were approved by the Institutional Animal Care and Use Committee at Capital Medical University (protocol AEEI-2020-117).

### Experimental design and animal euthanization

Animals were euthanized and tissue were harvested following behavioral tests according to experimental design (Figure 1). Overdosing inhalation anesthetic (7% sevoflurane) were administrated for euthanization as described previously (Jasien et al., 2014).

**FIGURE 1:**
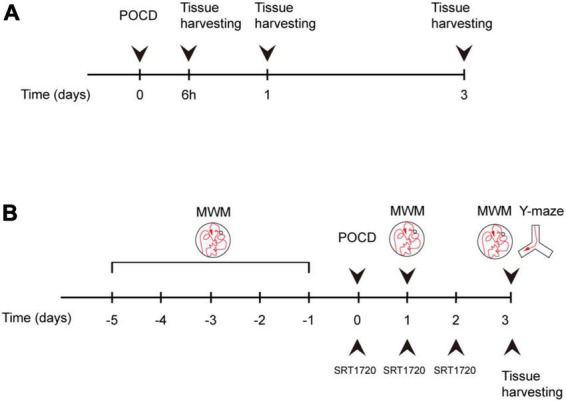
Experiment design. **(A)** Mice were assigned to control and surgery groups. Tissue was harvested at 6 h after surgery, postoperative day (POD)1, and POD3. **(B)** Surgery group mice were treated with either SRT1720 or vehicle, referred to as surgery-SRT1720 and surgery-vehicle. Tissue was harvested at POD3. Training trials of Morris water maze (MWM) were performed five consecutive days before surgery. Probe trials were performed POD1 and POD3. Y maze trials were conducted on POD3.

### Establishment of the postoperative cognitive dysfunction mouse model

To create our POCD mouse model, mice in the surgery group underwent exploratory laparotomy as previously described (Pan et al., 2016). Anesthesia induction was performed using 5% sevoflurane for 3 min in a closed chamber. Following induction, we moved mice out of the chamber and performed the surgical procedure under 2% sevoflurane. A midline abdominal incision of approximately 3 cm was made to expose the surgical field. The liver, stomach, spleen, kidney, bowel, and bladder were explored in sequence. The muscle, fascia, and skin were closed with 5–0 nylon sutures. Each procedure lasted around 15 min. A total of 0.2 mL of 0.2% ropivacaine was injected subcutaneously along the incision for postoperative analgesia. After the operation, sevoflurane anesthesia was terminated and the mice were returned to their cages. Body temperature was maintained at 37°C during surgery using a heating pad. Mice in the control group did not undergo any anesthesia or surgery.

### RNA-seq and bioinformatic analysis

Total RNA was extracted from the mouse hippocampus using Trizol (Tiangen, Beijing, China). Complementary DNA was synthesized with DNA polymerase I and RNaseH. Products were purified by polymerase chain reaction to generate the sequencing library and then quantified using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Sequencing was performed using the Illumina HiSeq sequencer (Illumina, San Diego, CA, USA).

Data was aligned using the HISAT2 program (Johns Hopkins University, Baltimore, MD, USA) with default parameters (Liu et al., 2015). The Python package HTseq (version 5.4.2) was used for quantification and R (version 5.2.0) was used for bioinformatics analysis. DESeq2 (version 1.30.0) was used for differential expression analysis. We generated differentially expressed gene list with a *P*-value of < 0.01 and a fold change cutoff of 2. ClusterProfiler (version 3.10) was used for Gene Ontology (GO) and network analysis. We performed multiple testing correction using the Bonferroni method for genes and GO terms. Gene set enrichment analysis (GSEA) was performed using MSigDB (version 7.0).

### Drug administration

SRT1720 (S1129, Selleck, Houston, TX, USA), a SIRT1 agonist, was dissolved in dimethyl sulfoxide (DMSO) at a concentration of 40 mg/ml and stored at −20°C. SRT1720 was further diluted by saline solution during use. Mice which received SRT1720 were injected intraperitoneally (IP) at doses of 20 mg/kg immediately following exploratory laparotomy and then once daily for subsequent 2 days. The selected dose was based on previous research (Li et al., 2019). Vehicle-treated mice received 5% DMSO in saline solution.

### Western blot

Hippocampal tissues were dissected on ice. Dissected tissues were then lysed on ice for 30 min in RIPA lysis buffer (Beyotime, Jiangsu, China) with protease and phosphatase inhibitors (Roche, Manheim, Germany). Protein concentration was quantified using bicinchoninic acid (BCA) protein assay (Thermo Fisher Scientific, Waltham, MA, USA). Protein samples were run on SDS-PAGE gels and then transferred to polyvinylidene fluoride membranes (Millipore, Billerica, MA, USA). Membranes were blocked with 5% skim milk (Cell Signaling Technology, Beverly, MA, USA) for 1 h at room temperature, and subsequently incubated with mouse anti-SIRT1 (#8469, 1:1000, Cell Signaling Technology, Beverly, MA, USA) at 4°C overnight. DyLight 488 Secondary Antibodies (E032210) were used (EarthOx, San Francisco, CA, USA). ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA, USA) was used to detect and quantify target bands.

### Immunohistochemistry

Mice were anesthetized with sevoflurane and then sacrificed using infusion of saline solution followed by 4% paraformaldehyde (PFA). Harvested brains were post-fixed in 4% PFA for 24 h, then cryoprotected in 30% sucrose for 48 h at 4°C. Coronal brain sections (30-μM thickness) were cut using a cryostat microtome. Brain sections were blocked with 5% bovine serum albumin for 1 h at room temperature, then incubated with goat anti-ionized calcium binding adapter molecule 1 (Iba1) (#ab5076, 1:200, abcam, Cambridge, MA, USA), rabbit anti-glia fibrillary acidic protein (GFAP) (#ab7260, 1:1000, abcam, Cambridge, MA, USA), rabbit anti-Synaptophysin (#A6344, 1:100, abclonal, Wuhan, China), and rabbit anti-lysosomal associated membrane protein 1 (LAMP1) (#ab24170, 1:200, abcam, Cambridge, MA, USA) at 4°C overnight. After washing, brain sections were incubated with fluorophore-conjugated secondary antibodies (1:500, abcam, Cambridge, MA, USA) for 1 h at room temperature. Images were visualized using the Leica TCS SP8 STED 3× confocal microscope (Leica, Wetzlar, Germany). Laser power and gain were consistent across different experiments. Quantitative analyses were performed using Fiji software.

### Three-dimensional reconstruction of microglia and engulfment analysis

Images were acquired under identical settings across all experimental groups. Brain sections were imaged with the 100× oil immersion objective (NA1.4) using the Leica TCS SP8 STED 3× confocal microscope (Leica, Wetzlar, Germany) with the 0.2 mm step. Deconvolution was performed using Huygens Professional software (SVI, Scientific Volume Imaging, Hilversum, The Netherlands). To quantify microglial engulfment of synaptophysin, images were processed using Imaris software to create a 3-dimensional (3D) surface rendering of microglia and synaptophysin location (version 9.5.0, Bitplane, Switzerland) based on the protocol from Schafer et al. (2014). Synaptophysin embedded in Iba1-positive structures were considered to be engulfed by microglia.

### Golgi staining

Hippocampal dendrites were visualized using the Golgi-Cox staining kit (#HTKNS1125, Hitobiotec, Kingsport, TN, USA). Mouse brains were harvested and immersed in impregnation solution for 2 weeks at room temperature, and then transferred to staining solution for 3 days at 4°C in accordance with manufacturer instructions. Brains were then sectioned at a thickness of 150 μM using a cryostat microtome, mounted on gelatinized slides, and stained. Images were observed with the 100× oil immersion objective (NA1.4) using the Leica TCS SP8 STED 3× confocal microscope (Leica, Wetzlar, Germany). Secondary and tertiary dendrites were sampled for spine density quantification. Counting was conducted by two experimenters independently.

### Morris water maze

The Morris water maze (MWM) has been used widely for assessment of spatial learning and memory (Vorhees and Williams, 2006). A circular pool of 120 cm diameter was filled to a depth of 30 cm with water at 23 ± 2°C. The pool was divided into four quadrants. A platform was placed 1 cm underwater in one of these quadrants and designated the target quadrant. Non-toxic titanium dioxide powder was mixed into the water to ensure the platform was not visible. Mice were allowed to swim freely for 60 s without the platform in place to promote familiarity with testing conditions. In the training trials, mice were placed in the pool facing toward the wall at one of release points. Mice were given 60 s to find the hidden platform. Mice were guided to the platform if they did not find it after 60 s. When mice reached the platform, they were allowed to stay there for 10 s. Training trials were repeated four times per day for five consecutive days before surgery, with different release points for each trial. Probe trials were conducted on postoperative day (POD) 1, 3, and 7. With the platform removed, mice were released in the opposite quadrant of the target quadrant and allowed to swim for 60 s. The escape latency, percentage of time spent in the target quadrant, and crossing platform times were analyzed using video-tracking software (ZS Dichuang Technology, Beijing, China).

### Y maze

Spontaneous alternation behavior in the Y maze was recorded to assess working memory (Lalonde, 2002). The apparatus consisted of three arms angled 120^°^ to each other. Mice were placed at the end of one arm and allowed to explore all three arms freely for 5 min. Arms were labeled A, B, and C, and the sequence of arm entries were recorded. Successful alternation was defined as the exploration of all three arms in sequence. The percent alternation was calculated based on the following equation: % alternation = [Number of successful alternations/(Total arm entries-2)] × 100 (Rosenzweig et al., 2019).

### Statistical analysis

Statistical analysis was performed with GraphPad Prism (version 7). Comparisons between two groups were performed using the Unpaired Student’s *t*-test. One-way analysis of variance (ANOVA) was used for comparisons between multiple groups. Statistical significance was set at *p* < 0.05.

## Results

### Anesthesia and surgery stimulate changes in hippocampal gene expression in mice

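Hippocampal RNA was sequenced from the surgery group at 72 h after exploratory laparotomy and from control mice that had no anesthesia or surgery, with 2 libraries per group. The sample labels give an age of 12 months, where the range stated in the paper begins, and place the surgery libraries at day 3. Nothing in the sources used here says that the replicates are separate animals, so each p measures the spread between these samples, which may be technical. The authors had aligned the reads to mm10 with HISAT2 and counted them per gene with HTSeq, which the paper gives as version 5.4.2. These gene counts totalled 19193382 and 18002695 in control and 19318085 and 18159582 in the surgery group. Genes of the mitochondrial genome took 5.25% and 4.51% of the counts in control and 6.32% and 6.61% in the surgery group. A table of estimated counts per transcript came to 3.88 times the gene totals, and the paper's text names no tool for it. Surgery was compared with control by edgeR's quasi-likelihood test after TMM scaling, over the 17236 genes and 65665 transcripts that passed filterByExpr, with Benjamini-Hochberg adjustment. Groups of genes were tested with camera at its preset correlation of 0.01, adjusted over 42 lists written before the data were examined. At an adjusted p under 0.05, 12 of these lists passed. With an estimated correlation 0 passed and every list of the 12 had an adjusted p = 0.876. In fry's rotation test 0 passed as well, although 3 lists, for the circadian clock, the dentate gyrus and the sirtuins, had an unadjusted p under 0.05.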

To investigate the landscape of gene expression after anesthesia and surgery, we performed RNA sequencing of the hippocampus from both surgery and control group mice at 72 h following exploratory laparotomy. A total of 29,037 genes were identified, of which 844 genes were significantly downregulated and 714 genes were significantly upregulated in the surgery group compared to control (Figure 2A). 

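Among the genes with the smallest p, of which 0 passed the adjusted threshold with edgeR, Dbp and Nr1d1 of the circadian clock were lower in the surgery group and Hspa5, a chaperone of the endoplasmic reticulum, was higher. Dbp (ENSMUSG00000059824), a transcription factor driven by the clock, lies on chromosome 7 of GRCm38 from 45705088 to 45710203. It averaged 60.3 ± 7.25 CPM (SD, n = 2) in control and 25.7 ± 3.24 CPM (SD, n = 2) in the surgery group. This is a log2 fold change of -1.23 (SE 0.14, adjusted p = 0.0807 from edgeR). Nr1d1, a repressor in the clock, had a log2 fold change of -0.67 (SE 0.11, adjusted p = 0.189). Hspa5, which encodes BiP, stood at 165 ± 18.1 CPM in control and 261 ± 22.8 CPM in the surgery group, a log2 fold change of 0.66 (SE 0.13, adjusted p = 0.247). Rpl23a, a ribosomal protein gene with many processed pseudogenes, had a log2 fold change of -1.82 (SE 0.24, adjusted p = 0.108). Other genes had a smaller p than Nr1d1 as well. Among them Rps29 (-1.06), Rpl7a (-1.62) and Atp5k (-2.08) were lower and Cdr1 (1.07) was higher, with an adjusted p from 0.108 to 0.189 from edgeR.
At an adjusted p under 0.05 edgeR called 0 genes and limma-voom 0, with 1717 and 1817 genes at an unadjusted p under 0.05, while DESeq2 called 21 genes higher and 57 lower, Dbp among them (adjusted p = 1.57e-08). With no filter on low counts edgeR called 156 higher and 239 lower. At the thresholds of the paper, a p under 0.01, read here as unadjusted, and a fold change of at least 2, edgeR gave 40 genes higher and 47 lower. DESeq2 gave 15 higher and 27 lower at the same thresholds. The paper also states a Bonferroni correction for genes, with which edgeR called 0 genes and 0 transcripts at 0.05 and DESeq2 15 and 892. Without control replicate 1 or 2 edgeR called 16 or 204 genes at the adjusted threshold, and without surgery replicate 1 or 2 it called 55 or 724, the lone sample being assumed to vary like the other group. Dbp passed each time (adjusted p from 8.87e-13 to 0.00327), as did Rpl23a (3.39e-28 to 0.00301). Nr1d1 passed without surgery replicate 1 (0.00685) or 2 (6.87e-05), and Hspa5 without control replicate 2 (0.0233) and without surgery replicate 1 (0.000247) or 2 (0.00457). At the thresholds of the paper 289 genes were higher without control replicate 2 and 65 without either surgery replicate, and 104 were lower without control replicate 1 and 145 without surgery replicate 2.
Across 10858 genes, which are not independent replicates, the log2 fold change ran against the GC content of the longest transcript (Spearman -0.60). Its median went from 0.18 in the eighth of genes with the lowest GC content (median 40.0%) to -0.23 in the eighth with the highest (median 59.2%). Within single libraries the level relative to the gene mean had a Spearman correlation with GC content of 0.26 and 0.59 in control and of -0.65 and -0.057 in the surgery group.

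**Figure D1:**
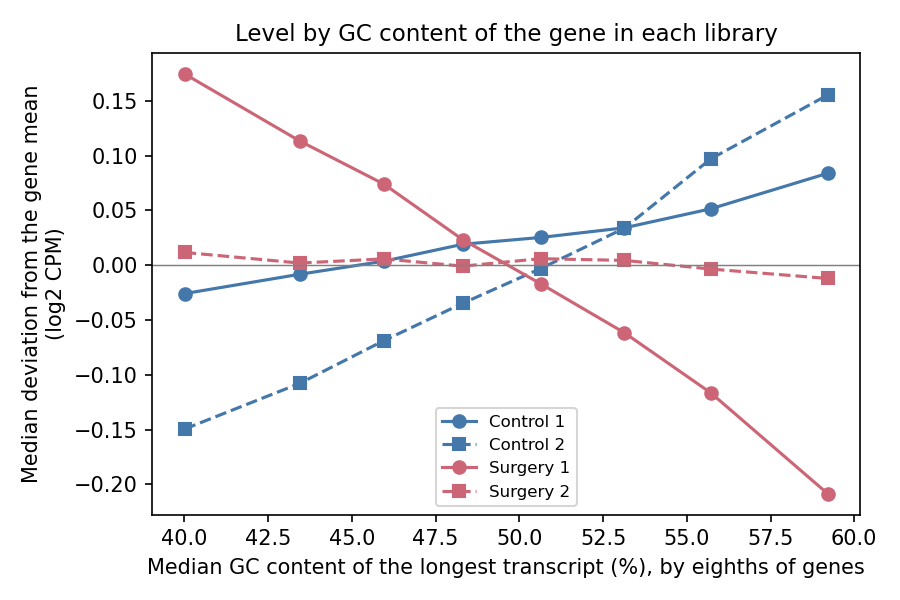
Median deviation of each library from the gene mean (log2 CPM, vertical axis) against the median GC content of the longest transcript (%, horizontal axis), for eighths of 10858 genes. Each line is 1 library, control in blue and surgery in red. At a median GC content of 59.2% control lies at 0.084 and 0.16 and surgery at -0.21 and -0.012.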

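In the transcript table, isoforms of single genes differed in opposite directions while the gene's own count stood close to control. Jph3 encodes junctophilin 3, which ties the endoplasmic reticulum to the plasma membrane of neurons. Its transcript Jph3-201 had 21798 and 21214 estimated counts in control and 1193 and 1108 in the surgery group. For Jph3-202 the values were 231 and 202 against 9551 and 9442, and the Jph3 gene had a log2 fold change of -0.088 (adjusted p = 0.831 from edgeR). Sbno1-201 had 10761 and 10456 estimated counts in control and 1 and 1 in the surgery group, and Sbno1-216 had 611 and 519 against 13482 and 11417. The Sbno1 gene had a log2 fold change of 0.11 (adjusted p = 0.781).
At the thresholds of the paper 571 transcripts were higher and 715 lower with edgeR. Of the lower transcripts 232 were assembled models without a gene symbol, and the others lay in 457 genes, whose 451 tested gene counts had a median log2 fold change of -0.022, with 43 lower at an unadjusted p under 0.05. Of the higher transcripts 179 were assembled models, and the others lay in 379 genes, with a median of 0.033 over the 373 tested and 23 higher at an unadjusted p under 0.05. In 71 genes a higher and a lower transcript stood side by side. At an adjusted p under 0.05 edgeR and limma-voom called 0 transcripts each, with 3939 and 3578 at an unadjusted p under 0.05, and DESeq2 called 2593. Without control replicate 1 there were 879 higher and 226 lower transcripts at the thresholds of the paper, and without control replicate 2 there were 826 and 241. Without surgery replicate 1 there were 253 and 1125, and without surgery replicate 2 there were 308 and 1311.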

GO analysis was performed for significantly downregulated genes. 

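In calcium homeostasis, Calb1, a calcium buffer of dentate granule cells, and Stim2, a sensor of calcium in the endoplasmic reticulum, lay above control with log2 fold changes of 0.51 (SE 0.13) and 0.31 (SE 0.14). The sodium-calcium exchangers Slc8a3 and Slc8a2 lay below, at -0.52 (SE 0.15) and -0.35 (SE 0.15). Among postsynaptic genes Nlgn2, an adhesion molecule of inhibitory synapses, had a log2 fold change of -0.53 (SE 0.15), Agap2 of -0.52 (SE 0.18) and Lrrtm2, an adhesion molecule of excitatory synapses, of 0.34 (SE 0.12). The activity-dependent genes Egr1 and Arc, known for their part in memory, had log2 fold changes of -0.61 (SE 0.14) and -0.35 (SE 0.15). In the cytokine list Rela, a subunit of NF-kB, stood at -0.35 (SE 0.15) and Ikbkb, a kinase that activates it, at 0.27 (SE 0.12).
Of 33 tested genes of calcium ion homeostasis 0 passed at an adjusted p under 0.05 from edgeR and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 2 higher and 2 lower, the ones named, and DESeq2 called Calb1. The median log2 fold change was -0.039 (adjusted p = 0.839 from camera). Of 35 postsynaptic genes 0 passed, 0 when adjusted over the list alone, with 2 higher and 3 lower at an unadjusted p under 0.05, and DESeq2 called Nlgn2 and Agap2. Their median was -0.028 (adjusted p = 0.400 from camera). Shank1 (-0.50, SE 0.18) was the third of the lower ones. Of 24 genes of dendrite and spine development 0 passed, 0 when adjusted over the list alone and 0 with DESeq2. Limk1 (-0.45, SE 0.16) and Arc had an unadjusted p under 0.05, and the median of -0.089 (adjusted p = 0.184 from camera) was -0.017 after removal of the trend with GC content, a step chosen after seeing the data. Of 26 genes of the cytokine response and NF-kB 0 passed, 0 when adjusted over the list alone and 0 with DESeq2, Ikbkb and Rela being the only 2 at an unadjusted p under 0.05, around a median of 0.14 (adjusted p = 0.184 from camera).
Of 25 genes of learning and memory 0 passed over all genes, 1, Egr1, was lower when adjusted over the list alone, and DESeq2 called Egr1 too. At an unadjusted p under 0.05, 5 were lower, Egr1, Arc, Shank1, Adcy8 (-0.57, SE 0.16) and Nrgn (-0.44), the last named after its value was seen, and 1, Nf1 (0.29, SE 0.12), was higher. The median was -0.055 (adjusted p = 0.172 from camera). The learning list passed in camera without control replicate 2 (adjusted p = 0.0190) or surgery replicate 2 (0.0239), and the postsynaptic list without control replicate 2 (0.0154). With 1 library left out in turn the medians ran from -0.10 to 0.059 for calcium, from -0.10 to 0.11 for the postsynaptic list and from -0.12 to 0.091 for learning, each highest without control replicate 1. They ran from -0.16 to -0.0089 for dendrites and spines and from 0.065 to 0.20 for the cytokine list. Without surgery replicate 2 edgeR called Calb1, Nlgn2, Limk1, Arc, Egr1 and Adcy8. That fit rests on surgery replicate 1, whose levels ran against GC content (Spearman -0.65). In the same order these genes have a GC content of 36.8%, 60.7%, 57.6%, 59.0%, 57.3% and 50.8%, against a median of 49.4% for all tested genes. The tables carry no GO terms, so these lists come from background knowledge and are not the terms of the paper.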

Interestingly, the top 22 significant GO terms were enriched in four major biological processes: (i) calcium ion homeostasis and cell communication, (ii) synapse and dendrite dynamics, (iii) response to cytokines, and (iv) learning and memory (Figure 2B). We next conducted a network analysis of different GO. SIRT1, an important deacetylase, was found not only to have a high network score with the most significant GO term (response to transforming growth factor beta), but also was identified as one of the key hubs connecting several significant biological processes (Figure 2C). These results suggested SIRT1 acts as a crucial regulator of biological processes in the hippocampus following anesthesia and surgery.

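Genes of the response to TGF-beta and growth factors lay above control more often than below it, with 23 positive and 12 negative log2 fold changes among 35 tested. Bmpr1a, a receptor for bone morphogenetic proteins, had a log2 fold change of 0.39 (SE 0.12), and Eng, a co-receptor for TGF-beta on endothelium, of 0.42 (SE 0.14). Tgfb2, a ligand of the pathway, stood at 0.31 (SE 0.11). Smad7, which inhibits the pathway, stood at -0.63 (SE 0.15).
At an unadjusted p under 0.05, 8 genes of the list were higher and 1, Smad7, was lower. With edgeR and with DESeq2 0 passed the adjusted threshold over all genes, and 1, again Smad7, was lower when adjusted over the list alone. The median of 0.12 passed in camera (adjusted p = 0.0173), with an adjusted p = 0.876 with an estimated correlation and 0.727 in fry. The call ended without control replicate 1 (median 0.073, adjusted p = 0.724) and in the deposited FPKM values (adjusted p from 0.0548 to 0.142), and the median was 0.22 without control replicate 2 and 0.034 without surgery replicate 1. With surgery replicate 2 left out edgeR called Smad7 (GC content 56.9%) and Bmpr1a (41.3%). That fit rests on surgery replicate 1, whose levels ran against GC content (Spearman -0.65). Control replicate 1 stood apart in markers of the choroid plexus: Ttr had 19.8 CPM there, 3231 CPM in control replicate 2, and 3374 and 4245 CPM in the surgery group. Markers of endothelium (median 0.17) and of mural and meningeal cells (0.29) were higher with all libraries too. Without control replicate 1 their medians were 0.049 and -0.068.
Figure 2C prints 110 gene names, of which 108 were tested. The study chose them on these samples, so their direction is not independent evidence. At an unadjusted p under 0.05, 24 were lower and 3 were higher, namely Tgfb2, Ikbkb and Fut8 (0.30). With edgeR 0 passed over all genes, and 5 were lower when adjusted over the list alone: Foxo6 (-0.88), Hnrnpa0 (-0.63), Phldb1 (-0.63), Rasl11b (-0.56) and Trim71 (-1.04). DESeq2 called the first 4 of these and Pink1 (-0.45), a kinase that marks damaged mitochondria. Trim71 alone was lower at the thresholds of the paper, and these genes were named after their values were seen. The median over the 108 genes was -0.13, and -0.067 after removal of the trend with GC content. Over all genes edgeR called 0 of them without control replicate 1, 3 without control replicate 2, 2 without surgery replicate 1 and 11 without surgery replicate 2.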

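Sirt1 (ENSMUSG00000020063), the gene of the deacetylase SIRT1, lies on the minus strand of chromosome 10 of GRCm38 from 63319005 to 63381704. Its gene counts were 402 and 360 in control and 496 and 382 in the surgery group. After scaling this was 20.4 ± 1.33 CPM (SD, n = 2) and 23.5 ± 3.18 CPM (SD, n = 2). Of the substrates of SIRT1, Foxo1 and Ppargc1a had log2 fold changes of 0.21 (SE 0.13) and 0.18 (SE 0.13), and Foxo3 of -0.20 (SE 0.12). Sirt2, a related deacetylase abundant in oligodendrocytes, and Ccar2, an inhibitor of SIRT1, stood at -0.29 (SE 0.11) and -0.28 (SE 0.12).
The log2 fold change of the Sirt1 gene was 0.21 (SE 0.16, adjusted p = 0.676 from edgeR), which is not larger than the spread between replicates. It was 0.066 without surgery replicate 1, 0.34 without surgery replicate 2 and 0.096 after removal of the trend with GC content. Of 18 tested sirtuins and genes of NAD metabolism 0 passed with edgeR, 0 when adjusted over the list alone and 0 with DESeq2. Sirt2 and Ccar2 were the 2 at an unadjusted p under 0.05, and the median was -0.067 (adjusted p = 0.487 from camera). Markers of oligodendrocytes, a list without Sirt2, had a median of -0.15 (adjusted p = 0.139 from camera, 0.0458 with DESeq2), which was -0.47 (1.07e-11) without surgery replicate 1 and 0.039 (0.0682) without surgery replicate 2. Of 15 genes of SIRT1 targets 0 passed in each of these ways and Rela alone was lower at an unadjusted p under 0.05. Their median was 0.026 and their mean -0.038 (adjusted p = 0.876 from camera). The paper describes SIRT1 as acting on such targets by deacetylation, which RNA counts of their genes do not measure. With 1 library left out in turn the medians ran from -0.056 to -0.025 for sirtuins and NAD metabolism and from -0.040 to 0.091 for SIRT1 targets. From the place of SIRT1 in the network of GO terms, the paper proposes that SIRT1 is a regulator of the processes that differ in the hippocampus after surgery.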

**FIGURE 2:**
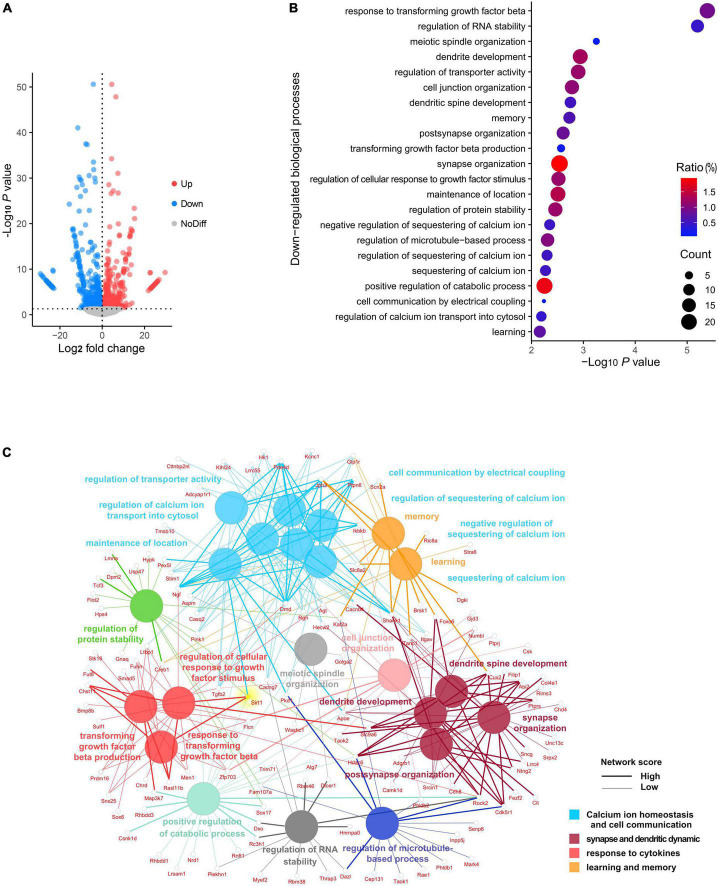
Panorama of RNA changes when compared postoperative cognitive dysfunction (POCD) to control group. **(A)** Volcano plot representation of differentially expressed gene distribution (*p* < 0.05). **(B)** Dot plot of top 22 Gene Ontology (GO) terms for downregulated biological processes. **(C)** Network analysis of top 22 downregulated biological processes among the gene interaction networks.

### Anesthesia and surgery induce SIRT1 downregulation and microglial activation in the hippocampus

Microglia are responsive to SIRT1 signaling (Merlo et al., 2020). We sought to investigate the impact of anesthesia and surgery on microglia in the hippocampus. We examined levels of SIRT1 in the hippocampus at 6, 24, and 72 h after anesthesia and surgery. Compared to control, SIRT1 expression in the surgery group declined significantly at 24 and 72 h postoperatively (*p* < 0.01; Figures 3A,B). We performed probe trial of MWM at 72 h postoperatively. Anesthesia and surgery resulted in significant decreased crossing times of the platform (control vs. surgery, *p* = 0.0423; Figure 3C) and percentage of time spent in target quadrant (control vs. surgery, *p* = 0.0373; Figure 3D). To elucidate the modulatory mechanisms of SIRT1 in POCD, we then identified cellular targets of SIRT1 by immunohistochemistry. We found that SIRT1 co-localized with microglia marker Iba1, but not astrocyte marker GFAP (Figure 3E). In the surgery group, immunohistochemistry revealed significantly increased expression of microglia marker Iba1 in the hippocampal CA1 region (control vs. surgery *p* < 0.0001; Figures 3F,G). 

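Among genes of phagosome acidification, Atp6v0c, a proton-channel subunit of the vacuolar ATPase, averaged 172 ± 3.24 CPM (SD, n = 2) in control and 110 ± 39.5 CPM (SD, n = 2) in the surgery group. This is a log2 fold change of -0.65 (SE 0.20, adjusted p = 0.377 from edgeR). Among genes of phagosome maturation, Lamp2, a protein of the lysosome membrane, had a log2 fold change of 0.32 (SE 0.14), and Coro1a, an actin-binding protein of leukocytes, of -0.49 (SE 0.11). Aif1, which encodes Iba1, stood at 3.13 ± 0.225 CPM in control and 3.28 ± 0.865 CPM in the surgery group (log2 fold change 0.071, adjusted p = 0.956). Cd68, a lysosomal protein of phagocytes, had a log2 fold change of -0.49 (SE 0.24), Lamp1 of 0.098 (SE 0.12) and the astrocyte gene Gfap of 0.0059 (SE 0.15). Aif1 rests on few counts, 62 and 55 in control and 75 and 48 in the surgery group. The paper stained Iba1 in CA1 and LAMP1 in the dentate gyrus. Those are measures of protein in single regions, which RNA counts of the hippocampus do not test.
Of 22 tested genes of phagosome acidification 0 passed with edgeR, 0 when adjusted over the list alone and 0 with DESeq2, and Atp6v0c alone had an unadjusted p under 0.05. The median was 0.012 and the mean -0.030 (adjusted p = 0.849 from camera). Of 42 tested genes of phagosome maturation 0 passed over all genes and 1, Coro1a, was lower when adjusted over the list alone and with DESeq2. Coro1a and Lamp2 were the 2 at an unadjusted p under 0.05, around a median of 0.013 (adjusted p = 0.694 from camera). In a preranked test on the signal-to-noise ratio with gene permutation, the normalized enrichment scores were -0.71 for acidification (adjusted p = 0.861) and -1.16 for maturation (adjusted p = 0.507), opposite in sign to the medians. These lists come from background knowledge and are not the MSigDB sets of the paper.
Of 22 microglia markers 0 passed, 0 when adjusted over the list alone, with C1qa (-0.44, SE 0.15), a complement subunit made by microglia, at an unadjusted p under 0.05 and a median of 0.052 (adjusted p = 0.765 from camera). Of 27 genes of phagocytic and disease-associated microglia 0 passed, 0 when adjusted over the list alone, with B2m (0.31, SE 0.11) at an unadjusted p under 0.05 and a median of -0.025 (adjusted p = 0.775). Of 31 lysosome genes 0 passed, 0 when adjusted over the list alone, with Lamp2 at an unadjusted p under 0.05 and a median of -0.013 (adjusted p = 0.487). In these 3 lists DESeq2 called 0. With 1 library left out in turn the medians ran from -0.048 to 0.15 for microglia, from -0.079 to 0.12 for phagocytic microglia and from -0.040 to 0.060 for the lysosome. For phagosome acidification they ran from -0.0029 to 0.064 and for maturation from -0.019 to 0.076. On leaving out surgery replicate 2, edgeR called Atp6v0c (log2 fold change -1.07), Coro1a and Lamp2. That fit rests on surgery replicate 1, whose levels ran against GC content (Spearman -0.65). The GC content of these genes is 52.0%, 58.0% and 38.7% in the same order.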

GSEA of our RNA sequencing also identified upregulation of the biological processes phagosome acidification and phagosome maturation in the surgery group compared to control (Figures 3H,I).

**FIGURE 3:**
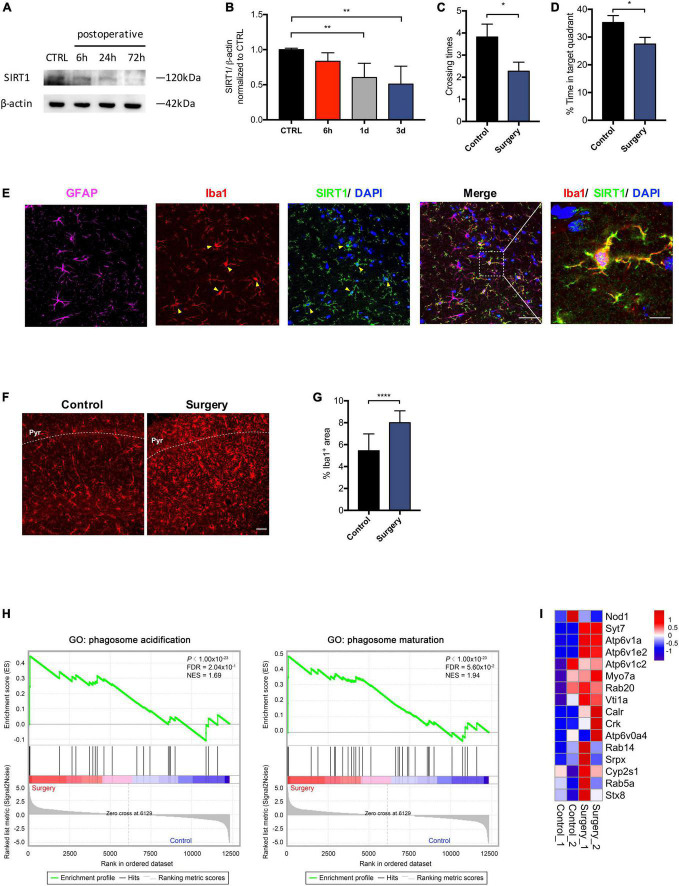
Anesthesia and surgery induces microglial activation in the hippocampus. **(A)** Time course of SIRT1 expression. **(B)** Qualification of panel **A**. One-way analysis of variance (ANOVA) with Dunnett *post-hoc* test. Mean ± SD. **(C)** Crossing times of the platform area in probe trials on the third after surgery. *n* = 11 per group. Two sided *t*-test. Mean ± SEM. **(D)** Percentage of time spent in target quadrant in probe trials on the third after surgery. *n* = 11 per group. Two sided *t*-test. Mean ± SEM. **(E)** Representative images of SIRT1 co-labeled with antibodies to cell-type-specific markers, *n* = 5. Left panel scale bar, 50 μm; right panel scale bar, 10 μm. **(F)** Representative images of Iba1 (Red) labeling in the CA1. Scale bar, 50 μm. Pyr, pyramidal cell layer. **(G)** Qualification of panel **F**, *n* = 5 per group. Two sided *t*-test. Mean ± SD. **(H)** Gene set enrichment analyses (GSEA) of phagosome acidification (left) and phagosome maturation (right) in surgery versus control group. NES, normalized enrichment score; FDR, false discovery rate. **(I)** Heatmap representation of differential expression for phagosome acidification and phagosome maturation genes. *p < 0.05; **p < 0.01; ****p < 0.0001.

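Of the 16 genes printed in Figure 3I, 13 were tested, 10 with a positive and 3 with a negative log2 fold change in the surgery group. Calr, a calcium-binding chaperone, averaged 271 ± 3.48 CPM (SD, n = 2) in control and 338 ± 56.0 CPM (SD, n = 2) in the surgery group. Rab5a, a GTPase of early endosomes, had a log2 fold change of 0.28 (SE 0.14, adjusted p = 0.518 from edgeR). The 3 genes below control were Nod1, a sensor of bacterial peptidoglycan (-0.28, SE 0.24), Syt7, a calcium sensor of exocytosis (-0.16, SE 0.14), and Atp6v1c2, an ATPase subunit (-0.24, SE 0.44).
The study chose these genes on the same samples, so their direction is not independent evidence. With edgeR 0 passed the adjusted threshold, 0 when adjusted over the list alone, and DESeq2 and limma-voom called 0. Calr alone had an unadjusted p under 0.05 (log2 fold change 0.32, SE 0.14, adjusted p = 0.483). Both surgery libraries lay above both controls in 3 of the genes and below them in 1. The median was 0.11. Too few counts for a test were held by Atp6v1e2 (0 and 1 in control, 2 and 4 in the surgery group), Atp6v0a4 (11 and 8 against 5 and 6) and Srpx (3 and 4 against 12 and 3). Without surgery replicate 2 edgeR called Rab5a (log2 fold change 0.42, adjusted p = 0.0500, just under the threshold).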

### SIRT1 activation prevents alteration in microglia morphology after anesthesia and surgery

Microglial activation is associated with specific changes in cell morphology (Torres-Platas et al., 2014). To investigate whether SIRT1 activation affects hippocampal microglial activation after anesthesia and surgery, we administrated intraperitoneal SRT1720, an agonist of SIRT1, to mice in the surgery group. Quantitative morphometric 3D measurements of microglia identified no significant difference in surface area (*p* = 0.8811; Figures 4A,B) and microglia size (*p* = 0.3919; Figures 4A,C) among the control, surgery-vehicle, and surgery-SIRT1720 groups. We further calculated microglia soma size and area of the hippocampus occupied by microglia. Compared with control, the surgery group exhibited increased soma size in hippocampal microglia (control vs. surgery-vehicle, *p* < 0.0001; Figures 4D,E), and decreased occupied area (control vs. surgery-vehicle, *p* < 0.0001; Figures 4F,G). These alterations in microglia morphology were reversed by administration of SIRT1 agonist, with decreased soma size in the surgery-SIRT1720 group compared to the surgery-vehicle group (*p* < 0.0001; Figures 4D,E) and increased occupied area (surgery-vehicle vs. surgery-SIRT1720, *p* < 0.0001; Figures 4F,G).

**FIGURE 4:**
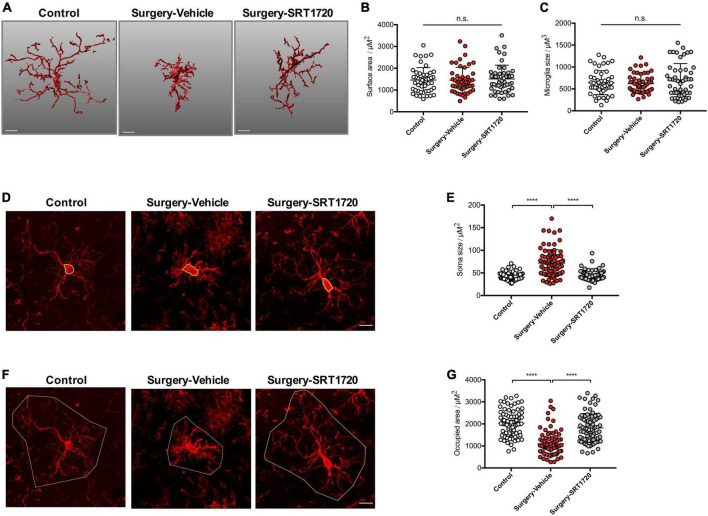
SIRT1 activation prevents alteration in microglia morphology after anesthesia and surgery. **(A)** Representative 3D reconstruction and rendering of microglia. Scale bar, 10 μm. **(B)** Quantification of surface area of microglia, *n* = 5 per group; 10 cells per mouse quantified. **(C)** Quantification of microglia size, *n* = 5 per group; 10 cells per mouse quantified. **(D)** Representative images of microglia immunohistochemistry (Iba1, red), with measurement of soma size (yellow outline). Scale bar, 10 μm. **(E)** Quantification of microglial soma size, *n* = 5 per group; 14–18 cells per mouse quantified. **(F)** Representative images of microglia immunohistochemistry, with measurement of occupied area (yellow outline). Scale bar, 10 μm. **(G)** Quantification of microglial occupied area, *n* = 5 per group; 14–18 cells per mouse quantified. One-way analysis of variance (ANOVA) with Tukey *post-hoc* test. All data are shown as mean ± SD. n.s., not significant; ****p < 0.0001.

### SIRT1 activation prevents microglia-mediated synaptic engulfment after anesthesia and surgery

Microglia regulate synaptic connections *via* synaptic engulfment and elimination, processes which have been implicated in memory degradation and forgetting (Wang et al., 2020). 

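Genes of presynaptic proteins lay below control in 25 of 36 tested. Nrxn2, an adhesion molecule of presynaptic terminals, averaged 335 ± 8.13 CPM (SD, n = 2) in control and 222 ± 56.9 CPM (SD, n = 2) in the surgery group, a log2 fold change of -0.59 (SE 0.16, adjusted p = 0.369 from edgeR). Stx1a, a SNARE protein of vesicle fusion, stood at -0.50 (SE 0.16), Ppfia3, a scaffold of the active zone, at -0.33 (SE 0.12), and Syt2, a calcium sensor of fast release, at -0.44 (SE 0.17). Among the 11 genes printed in Figure 5A, the postsynaptic scaffold Shank1 and the kinase Taok2 had log2 fold changes of -0.50 (SE 0.18, adjusted p = 0.444) and -0.35 (SE 0.13, adjusted p = 0.448). Syp, the gene of synaptophysin, stood at 775 ± 52.6 CPM in control and 677 ± 55.6 CPM in the surgery group, a log2 fold change of -0.20 (SE 0.15, adjusted p = 0.672).
Of the presynaptic genes 6 were lower and 0 higher at an unadjusted p under 0.05. With edgeR 0 passed over all genes and 0 when adjusted over the list alone, and DESeq2 called 1, Nrxn2. The median of -0.072 passed in camera (adjusted p = 0.00559), with an adjusted p = 0.876 with an estimated correlation and 0.727 in fry. Without control replicate 1 the median was -0.0030 (adjusted p = 0.672), without control replicate 2 it was -0.13 (0.00198), without surgery replicate 1 it was -0.062 (0.0675) and without surgery replicate 2 it was -0.16 (0.00334). The genes have a median GC content of 53.3%, against 49.4% for all tested genes, and after removal of the trend with GC content the median was -0.027 (adjusted p = 0.158). Against random lists matched on expression the adjusted p was 0.0988.
The genes of Figure 5A were chosen by the study on these samples, so their direction is not independent evidence. Of these, 7 were below and 4 above control, with a median of -0.14 before and -0.15 after removal of the trend with GC content. Both surgery libraries lay below both controls in 5 and above them in 0. With edgeR 0 passed, 0 when adjusted over the list alone, and DESeq2 and limma-voom called 0, Shank1 and Taok2 being the 2 at an unadjusted p under 0.05. Without surgery replicate 2 edgeR called Shank1, Taok2 and Shank3, and also Nrxn2 and Stx1a. That fit rests on surgery replicate 1, whose levels had a Spearman correlation with GC content of -0.65, against -0.057 in surgery replicate 2. In the same order these genes have a GC content of 61.4%, 57.0%, 62.4%, 62.4% and 57.9%, against a median of 49.4% for all tested genes. These calls and that trend cannot be told apart in this fit. With no filter on low counts edgeR called Shank1 (0.0241), Nrxn2 (0.00104) and Stx1a (0.0149). That fit uses the same counts of these genes and is no separate evidence. It called 395 genes in all, against 0 with the filter.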

Interestingly, genes related to synaptic proteins were downregulated in the hippocampus of the surgery group (Figure 5A). We evaluated synapse engulfment by measuring the presynaptic marker synaptophysin in microglia. Three-dimensional surface reconstruction and rendering demonstrated that the volume of synaptophysin within microglia increased significantly in mice after anesthesia and surgery (control vs. surgery-vehicle, *p* < 0.0001; Figures 5B,C). This effect was eliminated by SIRT1 activation *via* its agonist SIRT1720 (surgery-vehicle vs. surgery-SIRT1720, *p* < 0.0001; Figures 5B,C).

**FIGURE 5:**
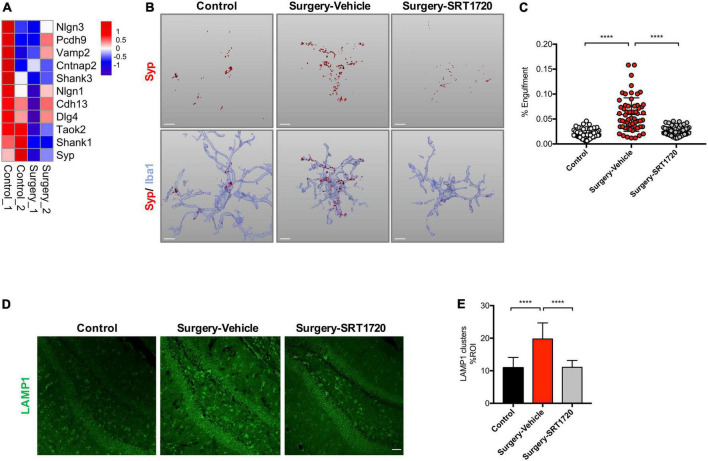
SIRT1 overexpression ameliorates microglia engulfment of presynaptic inputs after surgery. **(A)** Heatmap of synaptic protein related gene expression. **(B)** Representative 3D reconstruction and rendering of Syp signals inside Iba1 + microglia from each experimental group. Scale bar, 5 μm. **(C)** Quantification of panel **B**, *n* = 5 per group; 10–15 cells per mouse were quantified. **(D)** Maximum *z* projections showing LAMP1 in the dentate gyrus of hippocampus from each experimental group. Scale bar, 50 μm. **(E)** Quantification of panel **D**, *n* = 5 per group. One-way analysis of variance (ANOVA) with Tukey *post-hoc* test. Data are shown as mean ± SD. ****p < 0.0001. Syp, synaptophysin.

The lysosomal marker LAMP1 was found to be enriched in dystrophic neurites (Zhong et al., 2019). There was a significant elevation of LAMP1 in the hippocampal dentate gyrus in the surgery group compared to control (*p* < 0.0001; Figures 5D,E). Surgery-induced LAMP1 elevation were reversed by SIRT1 activation (surgery-vehicle vs. surgery-SRT1720, *p* < 0.0001; Figures 5D,E).

### SIRT1 activation reverses anesthesia and surgery-induced spine loss in hippocampal neurons

To further assess the impact of synaptic engulfment by microglia, we performed Golgi staining on the mouse hippocampus. We found that anesthesia and surgery induced significant neuronal spine loss in the CA1 region (control vs. surgery-vehicle, *p* < 0.0001; Figures 6A,B,D), which was reversed by SRT1720 treatment (surgery-vehicle vs. surgery-SRT1720, *p* < 0.0001; Figures 6A,B,D). We also identified reduced spine density in neurons of the dentate gyrus (control vs. surgery-vehicle, *p* < 0.05; Figures 6B,C) and the CA3 region (control vs. surgery-vehicle, *p* < 0.0001; Figures 6B,E) in the surgery-vehicle group. SIRT1 activation partially restored spinal loss (surgery-vehicle vs. surgery-SRT1720, *p* < 0.0001; Figures 6B,C,E).

**FIGURE 6:**
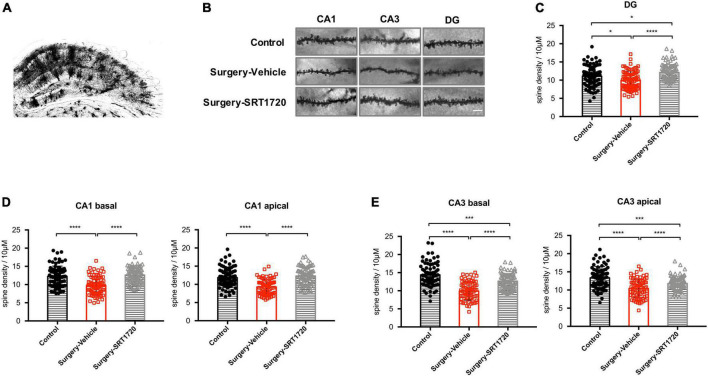
SIRT1 activation restores surgery-induced spine loss. **(A)** Representative images of Golgi staining of hippocampus. **(B)** High-magnification representative images of dendritic spine from each experimental group. Scale bar, 5 μm. **(C)** Spine density of dentate gyrus (DG) neurons. *n* = 80–84 spines from four mice per group. **(D)** Spine density in apical and basal dendrites of CA1 neurons, *n* = 78–80 spines from four mice per group. **(E)** Spine density in apical and basal dendrites of CA3 neurons. *n* = 74–80 spines from four mice per group. One-way analysis of variance (ANOVA) with Tukey *post hoc* test. All data are shown as mean ± SD. *p < 0.05; ***p < 0.001; ****p < 0.0001.

### SIRT1 activation reduces cognitive deficits after anesthesia and surgery

To further examine the effects of SIRT1 activation on cognitive performance, the Y maze was used to evaluate working memory. The control and surgery-vehicle groups performed similarly in percentage of spontaneous alternation (*p* = 0.9343; Figure 7A). The MWM was used to assess spatial reference memory. Escape latency decreased over subsequent training days (*p* < 0.0001; Figure 7B), with no significant difference among groups (*p* = 0.9988; Figure 7B). Probe trials were conducted on POD1 and POD3. There was a significant reduction in percentage time spent in the target quadrant in surgery-vehicle mice on POD1 compared to control (*p* = 0.0044; Figure 7C). Surgery-vehicle group mice also displayed fewer crossing times of the platform on POD1 (control vs. surgery-vehicle, *p* = 0.0014) and POD3 (control vs. surgery-vehicle, *p* = 0.0278; Figure 7D). Treatment with SRT1720 resulted in improved percentage of time spent in target quadrant on POD1 and POD3 (surgery-vehicle vs. surgery-SRT1720, *p* < 0.05; Figure 7C).

**FIGURE 7:**
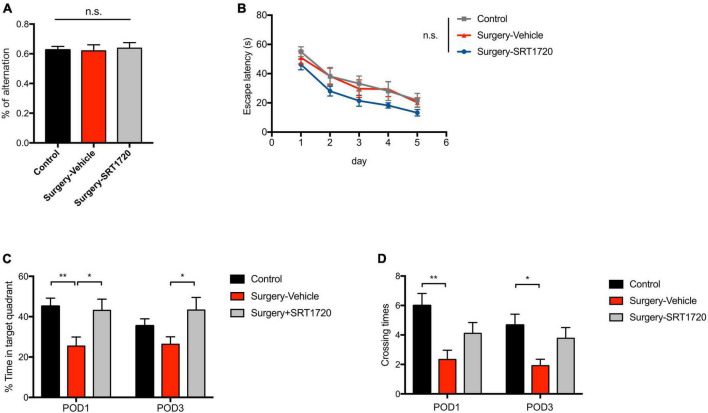
SIRT1 activation overcomes loss of cognitive performance after surgery and anesthesia. **(A)** Y-maze performance on the third day after surgery. *n* = 11 for control, *n* = 6 for surgery-vehicle, *n* = 7 for surgery-SRT1720. One-way analysis of variance (ANOVA) with Tukey *post-hoc* test. **(B)** Escape latency in training trials of Morris water maze (MWM). *n* = 12 for control and surgery-vehicle, *n* = 9 for surgery-SRT1720. Two-way ANOVA with Tukey *post hoc* test. **(C)** Percentage of time spent in target quadrant in probe trials on the first and third after surgery. *n* = 12 for control and surgery-vehicle, *n* = 9 for surgery-SRT1720. Two-way ANOVA with Tukey *post-hoc* test **(D)** Crossing times of the platform area in probe trials on the first and third after surgery. *n* = 12 for control and surgery-vehicle, *n* = 9 for surgery-SRT1720. Two-way ANOVA with Bonferroni *post hoc* test. All data are shown as mean ± SEM. n.s., not significant; *p < 0.05; **p < 0.01. POD, postoperative day.

## Discussion

Postoperative cognitive dysfunction is a common neurological complication for surgical patients, especially for the elderly (Evered et al., 2011). Microglial activation and neuroinflammation have long been thought to represent the underlying mechanisms of POCD development (Skvarc et al., 2018). Microglia serve as the innate immune cells in brain, surveilling and maintaining homeostasis in the CNS (Marquez-Ropero et al., 2020). Proliferation and activation of microglia is a key process in several neurodegenerative diseases (Hansen et al., 2018). In this study, we found that anesthesia and surgery induced SIRT1 downregulation in the hippocampus of our POCD mouse model. Abnormal microglial activation after anesthesia and surgery led to increased synaptic engulfment and spine loss, resulting in cognitive impairment, effects which were reversed by SRT1720 treatment. Our data thus suggest a potentially neuroprotective role for SIRT1 in preventing POCD.

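Sirt1 has 7 transcripts in the table of estimated counts. Sirt1-202 carried most of them, with 1069 and 925 estimated counts in control and 1134 and 1026 in the surgery group, or 78.5% and 71.0% against 68.0% and 83.6% of the Sirt1 total. Sirt1-201, from 63319007 to 63339032 on chromosome 10, has 9 exons against 8 in Sirt1-202 and had 110 and 108 in control and 10 and 24 in the surgery group, or 8.08% and 8.29% against 0.600% and 1.96%. Sirt1-207 had 398 in surgery replicate 1 and 0 in the other libraries.
The log2 fold change of Sirt1-201 was -2.63 (SE 0.67, adjusted p = 0.616 from edgeR) and that of Sirt1-202 was 0.14 (SE 0.29, adjusted p = 1.00). DESeq2 called Sirt1-201 lower, at an adjusted p = 0.0280 and at the thresholds of the paper. In data simulated with the spread of the transcript table, it called 821 unchanged transcripts at the adjusted threshold and 1998 at the thresholds of the paper. Across all genes, transcripts with at least 100 estimated counts in one library and at most 1 in the other numbered 3233 and 3511 between replicates of a group and 3331 to 3594 between libraries of different groups.

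**Figure D2:**
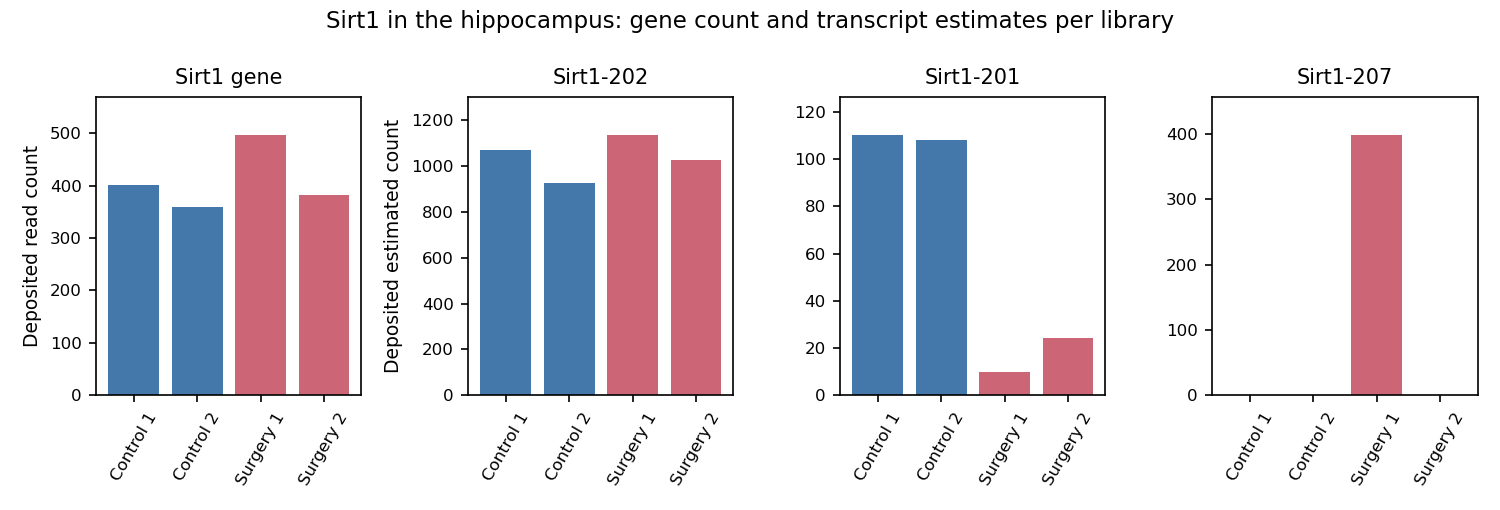
Deposited counts (vertical axes, each from 0) of the Sirt1 gene, Sirt1-202, Sirt1-201 and Sirt1-207 in the control (blue) and surgery (red) libraries, 1 bar per library. Sirt1-201 has 110 and 108 in control and 10 and 24 in surgery, while the gene has 402 and 360 in control and 496 and 382 in surgery.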

In our POCD model, GO and network analysis identified the SIRT1 gene as significantly downregulated after anesthesia and surgery. Additionally, SIRT1 was identified as a key hub connecting genes in related biological pathways. SIRT1 is a (NAD^+^)-dependent deacetylases that modulate multiple cellular processes (Donmez and Outeiro, 2013), and has reported neuroprotective role in several neurodegenerative diseases (Gan and Tang, 2010) and psychiatric disorders (Abe-Higuchi et al., 2016). We observed decreased SIRT1 expression in the hippocampus at POD1 and POD3, which is consistent with previous studies (Yan et al., 2019, 2020). SIRT1 is enriched in the nuclei and cytoplasm of microglia, suggesting microglia as the target of SIRT1 in the hippocampus. We found that SIRT1 activation attenuates alteration in microglia morphology induced by anesthesia and surgery. The decrease in microglia-mediated engulfment of synaptic protein detected in mice rescued with SRT1720 was associated with decreased neuronal spine loss. Administration of SIRT1 agonist SRT1720 also partially reversed cognitive deficits in mice after anesthesia and surgery. The neuroprotective role of SRT1720 has previously been demonstrated in mice after cardiac surgery, with administration associated with significantly reduced plasma inflammatory cytokine levels (Shi et al., 2019).

Our findings of increased microglial activation following exposure to anesthesia and surgery is consistent with several previous studies (Hovens et al., 2013; Wang Y. et al., 2016; Zhang et al., 2017). The leakage of peripheral cytokines through the blood-brain barrier has been proposed as a trigger for microglial activation (Skvarc et al., 2018). Previous studies on animal models of other neurodegenerative disease have demonstrated specific alterations in microglia morphology with microglial activation (Werneburg et al., 2020; Xu et al., 2020). Ramified microglia are characterized by small cell bodies and long processes and are thought to perform an active surveillance role in homeostatic neural environments (Vinet et al., 2012). When activated, ramified microglia convert to the amoeboid subtype, which is characterized by expanded cell bodies and retracted processes (Yuan et al., 2020). Although no significant changes were observed in surface area and microglial size, we found decreased occupied hippocampal area and increased soma size of hippocampal microglia in our POCD mouse model.

Microglial morphologic alteration to the amoeboid subtype is strongly correlated with increased phagocytic activity (Diaz-Aparicio et al., 2016). Synapse engulfment and loss mediated by activated microglia has been demonstrated in animal models of Alzheimer’s disease (Hansen et al., 2018), epilepsy (Andoh et al., 2019), and demyelinating diseases such as multiple sclerosis (Werneburg et al., 2020). 

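Single transcripts of the phagosome and synapse genes of Figures 3I and 5A stood far apart between the groups while most gene counts stood closer. For Atp6v1a, a catalytic subunit of the vacuolar ATPase, Atp6v1a-201 had 3700 and 8917 estimated counts in control and 47299 and 40029 in the surgery group, and Atp6v1a-202 had 49051 and 41143 against 9790 and 6928. For Syt7, Syt7-202 had 1232 and 909 against 21570 and 23726. Syp-204, a transcript with a retained intron, had 1019 and 693 in control and 291 and 245 in the surgery group. For Taok2, whose gene lay below control, Taok2-201 had 1536 and 1230 against 4534 and 4048, and Shank3-208 had 145 and 298 against 2 and 0.
The log2 fold changes were 2.81 (SE 0.53) for Atp6v1a-201, -2.41 (SE 0.22) for Atp6v1a-202, 4.43 (SE 0.25) for Syt7-202, -1.65 (SE 0.41) for Syp-204 and 1.66 (SE 0.24) for Taok2-201. With edgeR their adjusted p lay between 0.407 and 0.605, and that of Shank3-208 was 0.521. DESeq2 called each of these 6, with an adjusted p = 0.0263 for Syp-204, 0.00894 for Atp6v1a-201, 0.000755 for Taok2-201, 1.2e-20 for Syt7-202, 1.08e-05 for Atp6v1a-202 and 1.08e-05 for Shank3-208. It did not call Pcdh9-203 (log2 fold change -1.39, adjusted p = 0.128) or Shank1-203 (-0.73, 0.547), which had an unadjusted p under 0.05 with edgeR. In data simulated with the spread of the transcript table, DESeq2 called 821 unchanged transcripts at the adjusted threshold. With the libraries regrouped so that each group mixed control and surgery, it called 1949 and 1957 transcripts, against 2593 with the real groups. The Atp6v1a gene had 702 ± 18.8 CPM (SD, n = 2) in control and 706 ± 65.0 CPM (SD, n = 2) in the surgery group, a log2 fold change of 0.0077 (SE 0.14, adjusted p = 0.989 from edgeR). The study chose these genes on the same samples.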

In our study, RNA sequencing and GSEA revealed increased expression of phagosome acidification and maturation genes accompanied by downregulation of synaptic protein genes in the hippocampus of the surgery group. Our group previously demonstrated a linear relationship between synaptic protein loss and CD68 immunoreactivity, which was used in that study as a marker of microglial phagocytosis (Xiong et al., 2018). In the current study, we employed 3D reconstruction and rendering of microglia to observe that microglia from surgery group mice contained a higher amount of engulfed synaptophysin compared to control. Higher levels of the lysosomal marker LAMP1, which is enriched in dystrophic neurites, were found in the hippocampal dentate gyrus of the surgery group. Together, our data suggest that microglia-mediated synaptic engulfment represents one of the key processes underlying POCD.

Excessive synaptic pruning by microglia has been implicated in schizophrenia (Sellgren et al., 2019) and is associated with the forgetting of memory (Wang et al., 2020). In our study, Golgi staining detected significantly reduced spine density in the dentate gyrus, CA1, and CA3 regions of the hippocampus in the surgery group. These findings are consistent with previous work, also in mouse models, demonstrating dendritic spine loss in POCD (Qiu et al., 2020). In behavioral testing performed after anesthesia and surgery, we did not detect deficits in working memory but did identify impairment in spatial reference memory at POD1 and POD3.

Our study has several limitations. The sample size for RNA sequencing was small. We did not directly demonstrate the engulfment of postsynaptic elements, and we also did not elucidate the signaling mechanisms by which SIRT1 overexpression reduces microglial activation. A previous study has suggested a potential link between SIRT1 activation and inhibition of nuclear factor-kappa B (NF-κB) *in vitro* (Tong et al., 2020). Further investigation is needed to address these issues.

## Conclusion

Abnormal microglial activation and resultant synaptic engulfment represent an important pathway underlying the development of POCD. In this study, reversal of SIRT1 downregulation with its agonist SRT1720 alleviated microglial activation, decreased engulfment of synaptic elements, reduced neuronal spine loss, and improved cognitive performance in our POCD mouse model. Increasing SIRT1 function is a promising therapeutic target for the prevention of POCD.

## Data availability statement

The data presented in this study are deposited in the GEO repository, accession number: GSE215410.

## Ethics statement

This animal study was reviewed and approved by the Institutional Animal Care and Use Committee at Capital Medical University.

## Author contributions

CW and YS: study design. YS, FY, and DL: performed research. YS and YW: analyzing data. YS: writing – original draft preparation. CW, YW, HS, and VC: writing – review and editing. YZ and AW: supervision. CW and AW: funding acquisition. All authors approved the final manuscript.

## Abbreviations

POCD: postoperative cognitive dysfunction
SIRT1: Sirtuin-1
NAD: nicotinamide adenine dinucleotide
NF-κ B: nuclear factor-kappa B
FOXO: forkhead box O
PPARα: peroxisome proliferator-activated receptor alpha
PGC-1α: PPAR-gamma co-activator 1-alpha
CNS: central nervous system
DMSO: dimethyl sulfoxide
BCA: bicinchoninic acid
PFA: paraformaldehyde
Iba1: ionized calcium binding adapter molecule 1
GFAP: glia fibrillary acidic protein
SYP: synaptophysin
LAMP1: lysosomal associated membrane protein 1
MWM: Morris water maze
ANOVA: one-way analysis of variance
POD: postoperative day.

How the deposited data were processed for this re-analysis (not part of the article)

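Hippocampal RNA from 2 control libraries and 2 libraries of the surgery group, taken 72 h after exploratory laparotomy, was used. The sample labels name the groups, replicates 1 and 2, an age of 12 months and day 3 after surgery. No library was left out. The authors aligned the reads with HISAT2 at default parameters to mm10 and counted them per gene with HTSeq, given as version 5.4.2. No annotation release is given in the sources used here. The deposited values are raw gene counts, FPKM values per gene, estimated counts per transcript and FPKM values per transcript. The FPKM values equal the counts divided by a length per feature and by the column total, and were used only in alternatives. The paper's text names no tool for the transcript table, which holds 87911 Ensembl transcripts and 15398 assembled models without a gene symbol.

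Gene counts per library ranged from 18002695 to 19318085 and transcript counts from 69394548 to 75437127. Of 31060 genes in the tables, 31010 matched GENCODE vM21 on GRCm38 by Ensembl ID, which served for positions, biotypes and GC content. At least 1 count was found for 29672 genes and 99036 transcripts.

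Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr with a minimum count of 10 and a total of 15, quasi-likelihood fit and test), surgery against control. Adjusted p-values are Benjamini-Hochberg values over all tested features, with a threshold of 0.05. The thresholds stated in the paper, a p under 0.01 and a fold change of at least 2, were also applied, with p taken as unadjusted. The paper states a Bonferroni correction for genes as well, which was applied apart from them at 0.05. CPM values are scaled by TMM. Gene lists were tested with camera of limma 3.58.1 at the preset correlation of 0.01, two-sided and adjusted over the 42 lists, and described by the median log2 fold change of their tested members. A list's count adjusted over the list alone applies the Benjamini-Hochberg method to its members only. The phagosome lists were also tested with fgsea 1.28.0 on a signal-to-noise ranking with 10000 gene permutations.

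The genes named are those the paper names in its text or prints in Figures 3I and 5A, the 10 each way with the largest change among genes past the adjusted threshold, filled up by the smallest p where fewer passed, and up to 4 members of each list described, by smallest p. The fill-up required a mean of at least 1 CPM in the higher group, surgery libraries both on the same side of both controls and a named gene. For transcripts up to 5 each way were taken by the same rule. Genes named outside these rules are said to be so where they stand.

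The alternatives were DESeq2 1.42.0 with and without a count filter, RLE factors, no count filter, at least 10 counts in each library, a block for the replicate number, limma-voom, leaving out each replicate in turn, limma-trend on log2 FPKM with pseudocounts of 1 and 0.1 or a minimum FPKM of 1, Bonferroni adjustment, gene counts summed from transcripts and an unadjusted p under 0.05. For gene lists, camera with an estimated correlation, fry, 10000 random lists matched on expression and the lists without the genes of Figures 2C, 3I and 5A were added. Chosen after seeing the data were an offset for GC content (a smooth trend with a span of 0.3 in each library, fitted to genes above a log2 CPM of 3), random lists matched on expression and GC content, and DESeq2 on transcript counts divided by 3.88. GO terms were not tested, because the tables carry none.

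The methods were tested on simulated data with 100 features changed 2-fold and 100 changed 4-fold. The changed features were drawn only from those with a mean count well above the filter's minimum. Except in the test of the GC offset, no library was given a trend with GC content. The recovery therefore says nothing about features with low counts or about data with such a trend. At the adjusted threshold edgeR recovered 82 and 100 of these genes, with 20 unchanged genes called, DESeq2 recovered 75 and 98, with 14 unchanged, and limma-voom 78 and 100, with 23 unchanged. With the spread of the transcript table edgeR recovered 0 and 0 transcripts, and DESeq2 2 and 11 with 821 unchanged transcripts called. With the spread of genes in place of it, edgeR recovered 72 and 99 transcripts. In camera 0 of 51 lists of unchanged genes reached an unadjusted p under 0.05. These genes were simulated independently of each other and drawn at random. The result therefore says nothing about lists whose members vary together, where the preset and the estimated correlation part. The GC offset took a simulated Spearman correlation from -0.43 to 0.0054. Other data of the study, from behaviour, immunohistochemistry, western blots and dendritic spines, were not analysed here.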

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

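The tests of choroid plexus markers were chosen only after the result was seen.

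Markers of the choroid plexus, a tissue that borders the hippocampus in the lateral ventricle, were low in control replicate 1: 18 of 18 tested markers were more than 2-fold below control replicate 2, by a median log2 difference of -4.85. Against surgery as the cause, control replicate 2 lay near the surgery libraries, with a median log2 difference of 0.105. Choroid plexus tissue missing from the dissection of control replicate 1 may account for this, and its most abundant gene Ttr had 19.8, 3231, 3374 and 4245 CPM. Of the markers, Enpp2 (157 CPM in control replicate 1) is also on the oligodendrocyte list, and in bulk tissue no sort or gate removes such cells. With control replicate 1 left out the list's median log2 fold change was -0.094 (adjusted p = 0.968 from camera), against 0.87 (1.16e-09) with all libraries, 4.96 without control replicate 2 and an adjusted p = 0.123 with DESeq2 and 0.876 with an estimated correlation.

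A few genes that the paper does not discuss lay above control by more than 2-fold even between the closest libraries, that is, the lower surgery library over the higher control library. This ratio was 2.16 for Srp54 (ENSMUSG00000112449), a subunit of the signal recognition particle, at 8.96 ± 2.69 CPM (SD, n = 2) in control and 29.0 ± 7.89 CPM in the surgery group (adjusted p = 0.108 from edgeR). Another gene with the symbol Srp54 (ENSMUSG00000073079) had a log2 fold change of -0.96 (SE 0.32, adjusted p = 0.407). The ratio was 2.56 for the immunoglobulin gene Igkc, whose log2 fold change was 2.21 (SE 0.37, adjusted p = 0.189). For Car8 it was 2.14, with a log2 fold change of 1.24 (SE 0.24, adjusted p = 0.245). For the immunoglobulin gene Ighg2c it was 3.97, at 0.371 and 0.432 CPM in control and 1.71 and 2.51 CPM in the surgery group (adjusted p = 0.264). Without control replicate 2 edgeR called Srp54 (adjusted p = 5.13e-06), Igkc (3.41e-05) and Ighg2c (0.0452), without surgery replicate 1 all 4 of these genes (from 8.63e-07 to 0.0428), without surgery replicate 2 Srp54 (4.67e-15), Igkc (6.72e-05) and Car8 (0.0269), and without control replicate 1 Srp54 (0.0246).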

How the results depend on the processing

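The GC correction, random lists matched on GC content and DESeq2 on divided transcript counts were chosen only after the result was seen. Genes past the adjusted threshold numbered 0 with edgeR (1717 at an unadjusted p under 0.05), RLE factors, limma-voom, the FPKM values, counts summed from transcripts, Bonferroni adjustment and the GC correction, but 78 with DESeq2, 395 with no count filter, 1 with at least 10 counts in each library and 16 to 724 with 1 replicate left out. At the thresholds of the paper, genes higher numbered 15 with DESeq2 (16 unfiltered), 130 with no count filter, 55 to 289 with 1 replicate left out, 10 with log2(FPKM + 1), 17 with FPKM of at least 1, 86 with summed counts and 106 at an unadjusted p under 0.05. Genes lower numbered 27, 28, 112, 41 to 145, 18, 25, 111 and 129 in the same order. Transcripts past the adjusted threshold numbered 2593 with DESeq2 and 1570 after division. Transcripts higher numbered 1637 with DESeq2 (1931 unfiltered), 302 with at least 10 counts in each library, 253 to 879 with 1 replicate left out, 373 with FPKM of at least 1, 1110 after division and 1688 at an unadjusted p under 0.05. Transcripts lower numbered 2023 (2294 unfiltered), 322, 226 to 1311, 1342 after division and 2089, with 444 in limma-voom and 1100 with log2(FPKM + 0.1). The replicate number as a block, which pairs libraries only by that number (Pearson correlation of replicate differences 0.132 across genes), gave 39 genes past the adjusted threshold, 144 transcripts higher and 160 lower. Of all 42 gene lists 12 passed the threshold in the main test, 0 with an estimated correlation or in fry, and 8 to 9 in the FPKM values. Leaving out 1 replicate changed which lists passed. Without control replicate 1 the median reversed for mural and meningeal cells (-0.068, up to 1.19 without control replicate 2) and choroid plexus (-0.094, up to 4.96 without control replicate 2). Values of the named genes kept their direction and side of the threshold in 2575 cases, newly passed in 231 and changed sign without passing in 39, those of the named transcripts in 287, 31 and 4. Values of lists did so in 665, 31 and 49, no longer passed in 51 and reversed in 2. The Sirt1 gene stayed positive, from 0.066 to 0.34, and passed in none of these settings. The cause of these differences between settings was not tested. With 2 libraries per group edgeR recovered 82 of 100 simulated genes at 2-fold but 0 of 100 simulated transcripts, whose spread is wider. Both sets were drawn from features with a mean count well above the filter's minimum. The GO terms of lower genes were not run, as the tables carry none.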

Differences from the paper's values

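The only test here that was chosen after the result was seen is DESeq2 on divided transcript counts. The paper's count of genes downregulated is 844, and the gene table gave 47 at the thresholds stated in the paper's methods. The paper's count of genes upregulated is 714, and the gene table gave 40. With the Bonferroni correction that the methods also state, DESeq2 called 15 genes and 892 transcripts, both ways together. None of the alternatives set before the data were examined brought the gene table within 1.5 times of either: genes lower ranged from 18 with log2(FPKM + 1) to 145 without surgery replicate 2, and genes higher from 10 with log2(FPKM + 1) to 289 without control replicate 2. Counts of transcripts in place of genes came within 1.5 times both ways with edgeR (715 lower, 571 higher), RLE factors (709 and 571), no count filter (623 and 500) and log2(FPKM + 0.1) (1100 and 779). They did so one way only without surgery replicate 1 (1125 lower), with log2(FPKM + 1) (604 lower), without control replicate 1 (879 higher) and without control replicate 2 (826 higher). The other settings of the transcript table did not, among them DESeq2, the tool the paper names, with 2023 lower and 1637 higher.

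For phagosome acidification the paper's normalized enrichment score is about 1.7 in Figure 3H, read by eye, and the score here was -0.71. For phagosome maturation it is about 1.9 in Figure 3H, read by eye, and the score here was -1.16. The lists here are not the MSigDB sets of the paper, and the ranking statistic of the paper is not given in the sources used here. No alternative set before the data were examined was run for these scores. The paper has both groups of genes higher with surgery. Of the genes printed in Figure 3I and tested, 10 of 13 had a positive log2 fold change, though 0 passed the adjusted threshold with edgeR and 1, Calr, had an unadjusted p under 0.05. Without surgery replicate 2 edgeR called Rab5a. Figure 3I shows Syt7 higher with surgery, and its gene count here had a log2 fold change of -0.16, while its transcript Syt7-202 had 4.43.

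From its GO and network analysis the paper calls the SIRT1 gene downregulated after anesthesia and surgery. Its western blots also had lower SIRT1 at 72 h, which is a measure of protein that the RNA counts here do not test. The log2 fold change of the Sirt1 gene was 0.21 and was positive in every setting run. Its transcript Sirt1-201 was lower at the paper's thresholds with DESeq2 (unadjusted p = 0.000958), with DESeq2 unfiltered (0.00337), with edgeR on transcripts of at least 10 counts in each library (0.00987) and with DESeq2 on divided counts (0.00317), the last chosen after seeing the values. In edgeR as used here its unadjusted p was 0.0224. In data simulated with the spread of the transcript table, DESeq2 gave 1998 unchanged transcripts at the paper's thresholds. DESeq2 unfiltered also had Sirt1-207 higher at these thresholds (log2 fold change 22.80, unadjusted p = 1.89e-06), from counts in surgery replicate 1 alone. Sirt1-207 has no exon that Sirt1-201 lacks.

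The paper has genes of synaptic proteins lower with surgery. Of the genes in Figure 5A, 7 of 11 had a negative log2 fold change, 2 of them, Shank1 and Taok2, at an unadjusted p under 0.05 and 0 past the adjusted threshold with edgeR, where leaving out surgery replicate 2 called 3 and no count filter called Shank1. Of the genes printed in Figure 2C, 64 of 108 had a negative log2 fold change, and DESeq2 called 5 at the adjusted threshold. A transcript lower at the paper's thresholds was held by 17 of the printed genes with edgeR and by 47 with DESeq2 unfiltered, and a higher one by 17 and 24. The GO terms that the paper names for downregulated genes include the response to TGF-beta, and the list tested here for that response had a median log2 fold change of 0.12, with 8 genes higher and 1 lower at an unadjusted p under 0.05. This list comes from background knowledge and is not the GO term. Its median covers all tested members, while the paper tested terms among its downregulated genes, so the 2 measures differ. That median was 0.034 without surgery replicate 1 and 0.22 without control replicate 2, and without control replicate 1 it was 0.073 and no longer passed (adjusted p = 0.724). Markers of endothelium (0.17) and of mural and meningeal cells (0.29) were also higher with all libraries, and stood at 0.049 and -0.068 without control replicate 1.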

Other observations

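The tests of GC content, the count of other splits of the samples and the division of transcript counts were chosen only after the result was seen. The bounds for the division and for on-off transcripts were set before these 2 values were known.

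Immediate early genes, which neurons switch on with activity, were lower in the surgery group as a list: 11 of 27 at an unadjusted p under 0.05, 0 higher, and 8 lower when adjusted over the list alone. Egr4 had a log2 fold change of -1.17 (SE 0.25), Junb of -0.97 (SE 0.23) and Jund of -0.88 (SE 0.20), and the median was -0.36 (adjusted p = 1.16e-09 from camera, 0.876 with an estimated correlation). That median was -0.15 without surgery replicate 1 and -0.59 without surgery replicate 2. Chaperones of heat shock and the unfolded protein response were higher, with a median of 0.27 (4.52e-06 and 0.876), 8 of 24 higher and 1 lower at an unadjusted p under 0.05, and 3 higher when adjusted over the list alone. Hsp90b1 (0.41, SE 0.12) and Dnajb9 (0.48, SE 0.14), with Hspa5, act in the endoplasmic reticulum, and Xbp1 (0.38, SE 0.12) is a transcription factor of the unfolded protein response. The 13 genes of the mitochondrial genome had a median of 0.44 (1.42e-06 and 0.876), with mt-Nd6 at 0.78 (SE 0.21), 4 higher at an unadjusted p under 0.05 and 3 when adjusted over the list alone. That median was 0.68 without control replicate 1, 0.29 without control replicate 2 and 0.27 (adjusted p = 0.00715 from camera) after the GC correction. The fit without control replicate 1 rests on control replicate 2, whose levels rose with GC content (Spearman 0.59). The mitochondrial genes have a median GC content of 37.1%. Dentate gyrus markers had a median of 0.25 (0.00154 and 0.876), with 6 of 12 higher at an unadjusted p under 0.05, among them Trpc6 (0.45, SE 0.15) and Lct (0.35, SE 0.12), and 1 higher when adjusted over the list alone. With edgeR 0 genes of these lists passed over all genes, while DESeq2 called 2, 1, 4 and 1 in the order of the lists. Leaving out surgery replicate 2, edgeR called Egr4, Junb, Jund, Dnajb9 and mt-Nd6. Without surgery replicate 1 it called Egr4 and Junb, and without control replicate 2 Egr4. Each of these fits leaves 1 library in a group. The fit without surgery replicate 2 rests on surgery replicate 1, whose levels ran against GC content (Spearman -0.65). GC content is 68.2% for Egr4, 62.6% for Junb, 67.1% for Jund, 40.6% for Dnajb9 and 34.1% for mt-Nd6.

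Circadian clock genes passed as a list (adjusted p = 0.00397 from camera, 0.876 with an estimated correlation) with a median of -0.050 and a mean of -0.20, 6 of 17 being lower and 1 higher at an unadjusted p under 0.05, and 5 lower when adjusted over the list alone. The list no longer passed without control replicate 1 (0.0591) or in the FPKM values (0.150 to 0.241), and its median was -0.11 without surgery replicate 1 and -0.15 without surgery replicate 2. Genes of the glucocorticoid response had a median of -0.16 (0.0282 and 0.876), with 5 of 19 lower at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone, Ddit4 (-0.94) and Per1 (-0.63), which were named after their values were seen. Their median was -0.055 (adjusted p = 0.353) without control replicate 2 and -0.25 (0.00502) without surgery replicate 2, and the list did not pass with no count filter (0.116) or in the FPKM values (0.150 to 0.225). Markers of endothelium had a median of 0.17 (0.00546 and 0.876), of mural and meningeal cells 0.29 (0.00118 and 0.876) and of peripheral immune cells 0.83 (0.00397 and 0.876, 5 genes tested). Without control replicate 1, the library low in choroid plexus markers, these lists did not pass and their medians were 0.049 (0.803), -0.068 (0.968) and 0.28 (0.672). Without control replicate 2 the medians were 0.36, 1.19 and 3.04, and that of mural and meningeal cells was 0.58 without surgery replicate 1 and 0.13 (0.0546) without surgery replicate 2. With DESeq2 the lists of mural and meningeal cells (0.0570) and peripheral immune cells (0.0998) did not pass, and with log2(FPKM + 1) peripheral immune cells did not either (median 0.16, adjusted p = 0.150). In limma-voom the medians of these 2 lists were 0.61 and 1.52, and that of mural and meningeal cells was 0.56 with log2(FPKM + 0.1) and 0.47 after the GC correction. Of 18 listed markers of peripheral immune cells only 5 had enough counts for a test. Their median of 0.83 was the value of S100a8, with 1 and 14 counts in control and 19 and 8 in the surgery group.

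Genes rich in GC lay lower with surgery, and a bias by GC content between libraries is a candidate explanation for lists whose members are rich in GC. The presynaptic list lay where this explanation puts it: its median was at percentile 31.6 of random lists matched on expression and GC content, and it went from -0.072 to -0.027 (adjusted p = 0.158) with the GC correction. The controls stood in the order opposite to this explanation. The list's median deviation from the gene mean was 0.12 in control replicate 1 and -0.040 in control replicate 2. Yet the trend with GC content was stronger in control replicate 2 (Spearman 0.59) than in control replicate 1 (0.26). The surgery libraries stood at -0.11 and -0.012, in the order of their trends. That list did not pass without control replicate 1 (median -0.0030) or surgery replicate 1 (-0.062). For the immediate early genes the random lists argue against GC content as the whole cause. Their median lay at percentile 0 of lists matched on expression and GC content and was -0.25 (adjusted p = 7.12e-08 from camera) after the correction. An effect of surgery itself on either group was not tested apart from the group difference.

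Transcripts passed the thresholds of the paper while few of their genes did so the same way, 1 of 451 for lower and 2 of 373 for higher transcripts, and an unstable assignment of reads between the transcripts of a gene may account for it. Transcripts with at least 100 estimated counts in one library and at most 1 in the other averaged 3372 between replicates of a group. Between groups the mean was 3469.5, a ratio of 0.972, which met the bound set for that hypothesis. The count spans all transcripts, and those called are too few to have brought the ratio under the bound. Estimates thus differ this way between replicates of a group too, but the ratio cannot tell how the called transcripts arose. Division of the estimated counts by 3.88 left 0.605 of the calls of DESeq2 in number, so the scale of the counts and the other explanations cannot be told apart, as the share lies between the values set for either outcome. For the real split 1286 transcripts passed the thresholds with edgeR and the highest other split had 1028, while DESeq2 called 2593 at the adjusted threshold in the real split and 1949 and 1957 in the others. For genes at the thresholds of the paper, DESeq2 gave 15 higher and 27 lower in the real split and up to 44 higher and 3 lower in another, and edgeR 40 and 47 against 62 and 6. At the adjusted threshold DESeq2 called 78 genes in the real split and 2 and 0 in the others. These 3 splits are too few for a share under 0.05. A change of isoforms with surgery stays open as untested.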
